A study of Drosophila melanogaster with 4 samples. Its data were reported in "Oo-site: A dashboard to visualize gene expression during Drosophila oogenesis suggests meiotic entry is regulated post-transcriptionally" (2022).

How the data were processed

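Poly(A)-selected RNA from *Drosophila melanogaster* ovaries was sequenced in 4 libraries, 2 with germline *aramis* RNAi and 2 with germline *bam* RNAi. RNAi lowers the level of a target mRNA through a double-stranded RNA, and in both genotypes the RNA was expressed in germ cells by the *nos*GAL4 driver together with *UAS-Dicer2*, which strengthens the silencing. Ovaries were taken from yeast-fed females 1 to 3 days after eclosion. Per the labels, the libraries were made with a directional poly(A) kit, and the RNA was fragmented for 13 minutes.

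The deposited values are raw counts of reads per gene, which the authors gave as 1 table per library with no scaling for depth or gene length. Each table lists 17023 FlyBase gene identifiers and has no header. The labels name no software for the counting step. The study's methods, under the heading of its polysome data, name STAR both for mapping to the dm6 assembly, cited with a release suffix, and for assigning reads to genes. Whether that step also made these tables and whether it used strand were not stated, so the counts of genes that overlap others are uncertain. Genes of one family, such as the *Hsp70* genes, the *Jon25B* protease genes, the vitelline membrane genes and the *Tot* genes, may share reads where their sequences are alike. This was not tested, and their counts are uncertain for that reason.

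Gene symbols, positions and transcript lengths came from Ensembl release 115 of the same dm6 assembly. A symbol and a length were found for 16647 identifiers. The other 376 identifiers held between 5.52% and 6.66% of the counts of a library and were tested under their identifiers. A gene's length was that of its longest annotated transcript.

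Total counts per library ran from 12977013 to 16754980. The floor of 3 counts corresponded to between 0.179 and 0.231 CPM, the usual unit of counts scaled to the total of their library. Floors cover counting error only, because reads amplified by PCR are not independent molecules. A fold change against a group with both libraries at or under 3 counts was computed against that floor and is given as a lower bound.

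Libraries were grouped by genotype and replicate number as given in their labels. Genes with at least 10 counts summed over the 4 libraries were tested with the DESeq2 (version 1.42.0) Wald test with median-of-ratios size factors, group as the only term, maximum-likelihood fold changes and default independent filtering. This is the tool named in the study's methods for its bulk RNA-seq comparisons. P-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.05 and a fold change over 4. Fold changes are *aramis* RNAi over *bam* RNAi throughout. Normalised counts are counts divided by the DESeq2 size factors, and values per group are mean ± SD with n = 2.

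Lists of genes (11 lists) were tested with camera of limma (version 3.58.1), a test that compares the fold changes of listed genes with those of all other tested genes. It was run on log2 CPM with TMM scaling, a prior count of 2 and a set inter-gene correlation of 0.01, and its p-values were adjusted over the 11 lists. A list needed at least 5 tested members. The lists were cytosolic ribosomal protein genes, ribosome biogenesis factors, meiotic chromosome genes, germline markers, ovarian somatic markers, eggshell and yolk genes, heat shock protein genes, glutathione transferase genes, p53 and apoptosis genes, muscle genes, and gut protease genes together with trypsin, amylase, maltase and lysozyme genes. The targeted genes were left out of every list.

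The groups, tests, limits, lists, most alternatives and the rule for naming genes were set before the data were examined. By that rule, named genes are the 2 targeted genes, *RpS19b* and *ord*, which the study examined singly, the 5 largest increases and the 5 largest decreases among called genes with a mean normalised count of at least 100 and no overlap between the groups, and for each list past the threshold the 3 members with the smallest adjusted p. Genes named outside the rule were chosen after their values were seen, and this is stated where they appear.

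Alternatives were the edgeR (version 4.0.16) quasi-likelihood test, TMM or total-count scaling, no count filter or at least 10 counts in every library, thinning to the smallest library, no independent filtering, a test against the 4-fold limit itself, and leaving out each library in turn. For the lists they were an inter-gene correlation estimated from the data, total-count scaling, a prior count of 0.5, at least 10 counts in every library, and camera on the edgeR count model. Replicate numbers shared by the 2 groups come from the labels, which do not say whether they mark samples handled together, so fits with the number as a block were alternatives. Chosen after the data were seen were the crossed pairing of replicates, a correction for transcript length (also with total-count scaling), scaling to the germline markers, and lists of blood cell and fat body markers. The length correction removed from each library a loess trend (span 0.5) of its log2 CPM deviation on log2 transcript length.

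The scripts were tested on simulated data drawn from the libraries' means and depths. With 200 of 10604 genes changed, DESeq2 recovered 194 (97%) with 12 false calls among 206, and the edgeR test recovered 193 (96.5%). The changed genes had a mean normalised count of at least 100 and a set log2 change of 3 or -3. The recovered shares therefore do not apply to genes with lower counts or smaller changes. DESeq2 made 2 calls in data with no change. In the simulated data, camera gave p under 0.05 for 0 of 100 unchanged lists. Genes were drawn independently there, so this cannot show how often camera gives false results where listed genes vary together. A length slope of 0.15 was recovered as 0.153. Python (version 3.11.15) with pandas (version 2.3.3) and matplotlib (version 3.10.9) read the tables and drew the plots, and R (version 4.3.3) ran the tests. GC content was not examined, and genome sequence was not used here.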

Results

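Ovaries with germline *aramis* RNAi were compared with ovaries with germline *bam* RNAi, the developmental control of the series, to ask which mRNAs differ in level when *aramis* is depleted. *aramis* is the name used in the labels for a DEAD-box RNA helicase gene that the annotation lists as *ais*. *bam* (*bag of marbles*) promotes differentiation of the cystoblast, the daughter of a germline stem cell, and ovaries depleted of it fill with undifferentiated germ cells. Each group had 2 libraries (n = 2). Reads assigned to genes numbered 16754980 and 15530745 in *aramis* RNAi and 12977013 and 14764740 in *bam* RNAi. At least 1 count was found for 11058 and 10985 genes in the *aramis* RNAi libraries and for 11677 and 12158 genes in the *bam* RNAi libraries. The 10 genes with the most counts held 11.1% and 9.57% of the counts in *aramis* RNAi and 6.50% and 7.53% in *bam* RNAi. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so single values are given with their spread, and p-values come from models fitted across all genes.

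The targeted genes were examined first. *ais* (FBgn0036754; chromosome 3L, 17802490 to 17804715, minus strand, dm6; a protein-coding gene whose longest transcript has 3 exons) had normalised counts of 117 and 153 in *aramis* RNAi and of 910 and 323 in *bam* RNAi. Its mean was 134.9 ± 25.3 (SD, n = 2) in *aramis* RNAi and 617 ± 415 (SD, n = 2) in *bam* RNAi, so 21.9% of the control level remained. The log2 fold change was -2.19 (SE 0.56, DESeq2 adjusted p = 0.00186). With this scaling both *aramis* RNAi values lay below both *bam* RNAi values, but the *bam* RNAi libraries differed from each other more than the lower of them differed from *aramis* RNAi. With the replicate number as a block, the log2 fold change was -2.02 (DESeq2 adjusted p = 0.0385). It was also -2.02 under the crossed pairing of replicates (DESeq2 adjusted p = 3.73e-05). The edgeR test gave -2.20 (edgeR adjusted p = 0.0195) without the block and -2.04 with it (edgeR adjusted p = 0.0868), so this call was lost there. The paired log2 differences were -2.94 and -1.11 by replicate number and -1.49 and -2.56 when crossed. Scaling to the germline markers moved the value most, to -0.92 (DESeq2 adjusted p = 0.224), and the groups then overlapped. *bam* (FBgn0000158; chromosome 3R, 25243039 to 25245109, minus strand, 3 exons) overlaps *CG11854* on the other strand, and its counts are uncertain to that extent. Its mean normalised count was 61.5 ± 15.8 (SD, n = 2) in *aramis* RNAi and 65.2 ± 7.38 (SD, n = 2) in *bam* RNAi. The log2 fold change was -0.09 (SE 0.69, DESeq2 adjusted p = 0.948), a difference smaller than the spread between replicates, and -0.10 with the block (DESeq2 adjusted p = 0.962). Scaled to the germline markers, its direction changed, to 1.28 (DESeq2 adjusted p = 0.122). The libraries labelled *bam* RNAi therefore did not have less *bam* mRNA than the libraries labelled *aramis* RNAi in these counts. Driver-only ovaries were not analysed here.

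**Figure D1:**
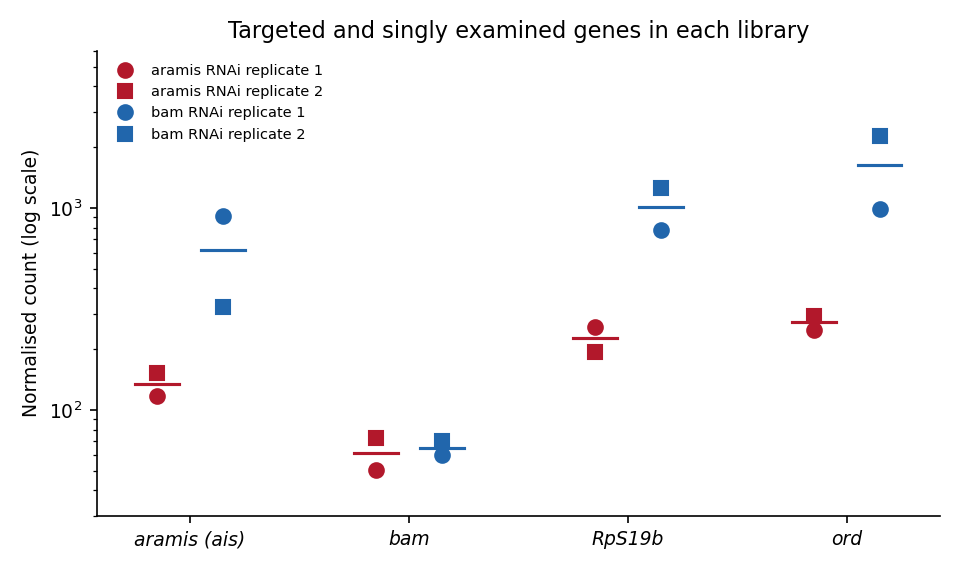
Normalised counts (log scale) of *ais* (*aramis*), *bam*, *RpS19b* and *ord* in each of the 4 libraries, with circles for replicate 1, squares for replicate 2 and a line at each group mean. *ais* is lower in both *aramis* RNAi libraries (117 and 153) than in both *bam* RNAi libraries (910 and 323), while *bam* overlaps between the groups.

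Replicates were compared before they were averaged. Across 11128 tested genes, Pearson's r of log2 CPM was 0.962 between the *aramis* RNAi libraries and 0.956 between the *bam* RNAi libraries. Between groups it ran from 0.893 to 0.925. These values are across genes, which are not independent replicates. Chi-square per degree of freedom between the replicates was 80.9 over 9269 genes in *aramis* RNAi and 230.3 over 9486 genes in *bam* RNAi. Values above 1 arise between any separate samples, so this shows only that neither pair was a single library deposited 2 times. Among 7698 genes with a mean of at least 50 counts and a known transcript length, 438 (5.70%) differed more than 2-fold between the *aramis* RNAi replicates and 1964 (25.5%) between the *bam* RNAi replicates. These differences followed transcript length. Spearman's rho across genes between length and the log2 ratio of replicate 1 to replicate 2 was -0.468 in *aramis* RNAi and 0.313 in *bam* RNAi. In the fifth of genes with the shortest transcripts (median 879 nt) the median log2 ratio was 0.32 in *aramis* RNAi and -0.35 in *bam* RNAi. In the fifth with the longest (median 5590 nt) it was -0.40 and 0.42. The *aramis* RNAi to *bam* RNAi fold change had a rho of -0.031 with length.

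**Figure D2:**
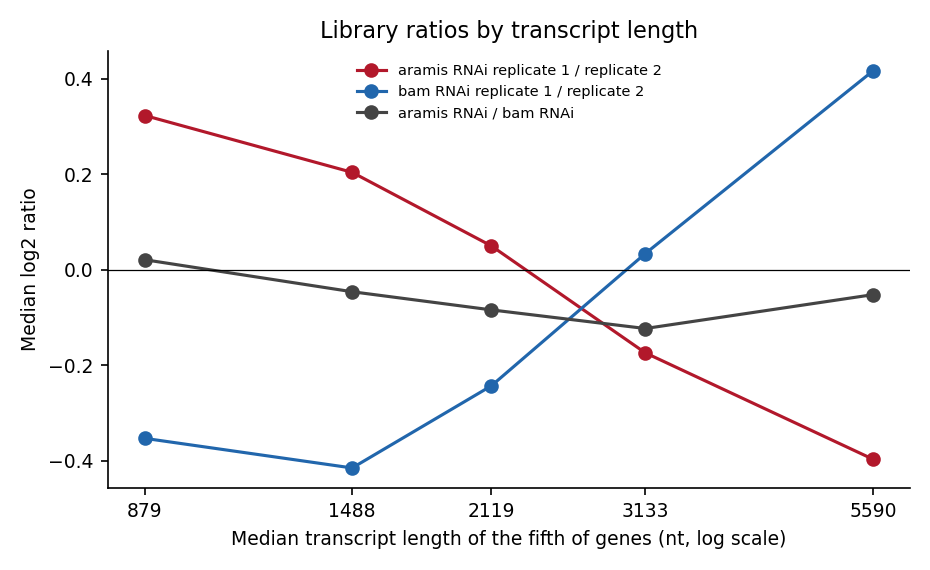
Median log2 ratio (vertical axis) in 5 equal groups of genes ordered by transcript length in nt (horizontal axis, log scale), for replicate 1 over replicate 2 of *aramis* RNAi (red), replicate 1 over replicate 2 of *bam* RNAi (blue) and *aramis* RNAi over *bam* RNAi (grey). The red line falls from 0.32 to -0.40 and the blue line ends at 0.42, while the grey line stays between -0.12 and 0.02.

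Of the 11128 tested genes, 10049 received an adjusted p from DESeq2 and 1773 had one under 0.05, with 990 higher and 783 lower in *aramis* RNAi. All of these differed more than 2-fold. Past both limits were 695 genes, 333 higher and 362 lower in *aramis* RNAi, with a median SE of 0.647 on the log2 scale. For 682 of the 695, both libraries of one group lay above both of the other, a pattern that the limits themselves favour. The same pattern held for 6418 of all tested genes, where chance gives 33.3% of genes for 2 against 2. Genes are not independent, so the share cannot be judged against that value. The edgeR test called 314 higher and 344 lower, and 636 genes were called by both tools. Deviations of same-numbered libraries from their group means had a correlation of -0.252 over all tested genes and of -0.567 over the 7698 genes above, so the numbers did not pair the libraries in the same direction. With the replicate number as a block, 263 genes were higher and 212 lower past both limits, of which 242 and 211 were also called without it. With the pairing crossed, 351 were higher and 323 lower, of which 315 and 310 were also called without it.

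The split between higher and lower genes depended on the scaling more than on any other choice. Higher genes made up 47.9% of those past both limits with the DESeq2 size factors. With total-count scaling the share was 21.1%, with 166 higher and 622 lower, and the median log2 fold change of all tested genes moved from -0.09 to -0.45. With scaling to the germline markers, chosen after the data were seen, the share was 97.4% and the median log2 fold change was 1.27. The numbers of higher and lower genes are therefore relative to the median gene.

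**Figure D3:**
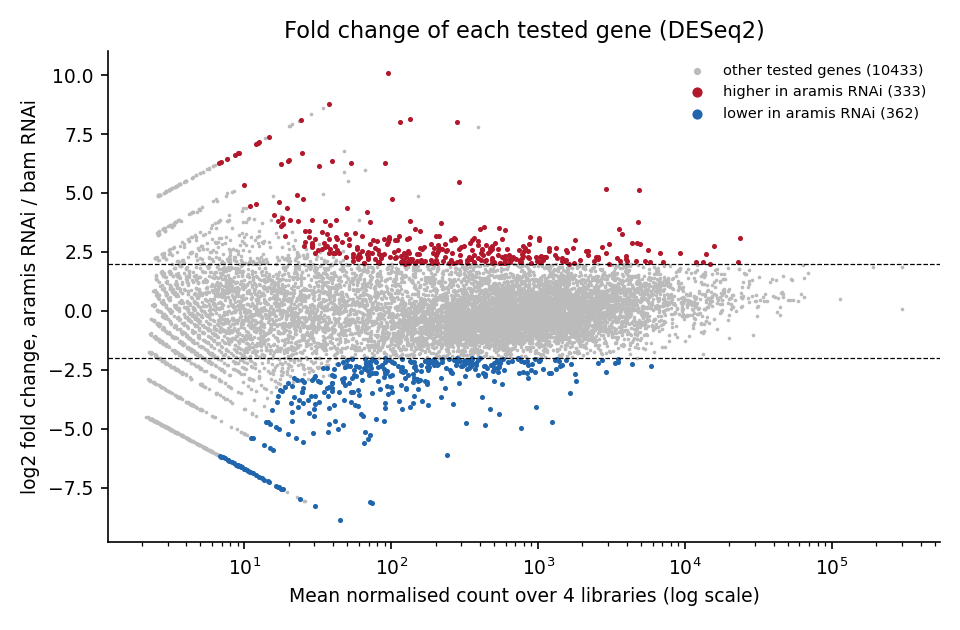
Log2 fold change of *aramis* RNAi over *bam* RNAi (vertical axis) against mean normalised count over the 4 libraries (horizontal axis, log scale) for the 11128 tested genes, with dashed lines at 4-fold. Genes past both limits are red where higher (333) and blue where lower (362), a split that moved to 166 and 622 with total-count scaling.

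Of the genes selected by the naming rule, the largest increases began with *Cpr11A* (FBgn0030394; chromosome X, 12486970 to 12489448), with a mean normalised count of 268 ± 61.3 (SD, n = 2) in *aramis* RNAi. Its *bam* RNAi counts were at or under the floor, so it was at least 84.8-fold higher (DESeq2 adjusted p = 1.76e-09). *CG8997* (FBgn0028920; chromosome 2L, 13843915 to 13845325) overlaps *CenG1A* on the other strand and was at least 72.9-fold higher (DESeq2 adjusted p = 0.0239). Its increase rested mainly on 1 library, with normalised counts of 9.24 and 451 in *aramis* RNAi. *Jon25Biii* (FBgn0031653; chromosome 2L, 4949941 to 4950767) had a log2 fold change of 8.00 (SE 3.02, DESeq2 adjusted p = 0.0472). It too rested mainly on 1 library, with 11.3 and 1097 normalised counts in *aramis* RNAi and 0 and 4.29 in *bam* RNAi. *TotA* (FBgn0028396; chromosome 3R, 20871036 to 20871700) rose by 5.45 (SE 0.81, DESeq2 adjusted p = 7.24e-09), with 1030 and 99.4 normalised counts in *aramis* RNAi. *PPO2* (FBgn0033367; chromosome 2R, 9042261 to 9044709), a prophenoloxidase gene, was high in both *aramis* RNAi libraries, at 5620 ± 785 (SD, n = 2) against 154 ± 130 (SD, n = 2). Its log2 fold change was 5.19 (SE 0.56, DESeq2 adjusted p = 7.57e-17).

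Of the largest decreases, *CG15822* (FBgn0035308; chromosome 3L, 2153201 to 2163863) went from 476 ± 144 (SD, n = 2) in *bam* RNAi to 6.84 ± 2.41 (SD, n = 2) in *aramis* RNAi, a log2 fold change of -6.12 (SE 0.65, DESeq2 adjusted p = 3.24e-17). Both *Vm34Ca* (FBgn0003983; chromosome 2L, 13411141 to 13411631) and *Vml* (FBgn0085362; chromosome X, 2275822 to 2277781) encode vitelline membrane proteins of the eggshell. Their log2 fold changes were -4.97 (SE 0.68, DESeq2 adjusted p = 1.40e-10) and -4.70 (SE 0.48, DESeq2 adjusted p = 1.03e-18). *Vm34Ca* was uneven between replicates, with 22.6 and 71.6 normalised counts in *aramis* RNAi and 536 and 2405 in *bam* RNAi. *mGluR* (FBgn0019985; chromosome 4, 936819 to 949441) had -4.76 (SE 0.54, DESeq2 adjusted p = 1.81e-15). *cona* (FBgn0038612; chromosome 3R, 18385828 to 18386887), a gene of the synaptonemal complex that overlaps *Vha100-4* on the other strand, had -4.84 (SE 0.60, DESeq2 adjusted p = 9.86e-13). Its normalised counts were 27.7 and 31.0 in *aramis* RNAi and 1283 and 397 in *bam* RNAi.

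The study examined *RpS19b* and *ord* singly. *RpS19b* (FBgn0039129; chromosome 3R, 23932729 to 23933530, 3 exons), a germline-enriched paralog of a small-subunit ribosomal protein gene, had 226 ± 46.2 normalised counts (SD, n = 2) in *aramis* RNAi and 1013 ± 334 (SD, n = 2) in *bam* RNAi. The log2 fold change was -2.16 (SE 0.47, DESeq2 adjusted p = 0.000163), and -2.14 with the replicate number as a block (DESeq2 adjusted p = 0.0107). *ord* (FBgn0003009; chromosome 2R, 23271257 to 23275536, 7 exons), a gene of sister chromatid cohesion, had 271 ± 30.6 (SD, n = 2) and 1633 ± 918 (SD, n = 2). The log2 fold change was -2.59 (SE 0.50, DESeq2 adjusted p = 1.56e-05), and -2.47 with the block (DESeq2 adjusted p = 0.00126). In both genes every *aramis* RNAi value lay below every *bam* RNAi value.

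The title of the series names ribosome biogenesis, and 2 of the 11 gene lists addressed it. The 70 ribosome biogenesis factors had a mean log2 fold change of -0.94 (camera adjusted p = 3.96e-08), and all 70 were lower in *aramis* RNAi, though relative to the germline markers the list was higher by 0.342 (pooled SD 0.287). The mean log2 CPM of the list was 5.26 and 5.37 in *aramis* RNAi and 6.36 and 6.17 in *bam* RNAi, so the groups did not overlap. Adjusted over all tested genes, 15 of the factors were past an adjusted p of 0.05 in DESeq2, and adjusted over the list alone, 34 were. The camera adjusted p was 8.79e-06 with the replicate number as a block and 3.87e-09 under the crossed pairing, with paired log2 differences of -1.10 and -0.79 by number and -0.90 and -0.98 when crossed. The 3 members with the smallest DESeq2 adjusted p were *Fib* (FBgn0003062; chromosome 2R, 23072909 to 23074725), *nop5* (FBgn0026196; chromosome 2L, 6916753 to 6918743) and *Nopp140* (FBgn0037137; chromosome 3L, 21832774 to 21836685). Their log2 fold changes were -1.46, -1.45 and -1.41, with DESeq2 adjusted p of 0.00407, 0.00459 and 0.00510. With the replicate number as a block, none of the 3 was past the threshold, at DESeq2 adjusted p of 0.0673, 0.0679 and 0.0745. *Fib* and *nop5* overlap small nucleolar RNA genes and *Nopp140* overlaps *P5CDh1*. *nop5* also overlaps *x16* on the same strand.

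The 81 cytosolic ribosomal protein genes had a mean log2 fold change of 0.28 (camera adjusted p = 0.0105). It reversed to -0.06 with total-count scaling (camera adjusted p = 0.0713), where the median of all tested genes was at -0.45. The list means overlapped between groups, with log2 CPM of 9.79 and 9.35 in *aramis* RNAi and 9.15 and 9.42 in *bam* RNAi, so the libraries of the 2 groups were not separated. The camera adjusted p was 0.0621 with the replicate number as a block and 0.00180 under the crossed pairing. The paired log2 differences were 0.63 and -0.08 by number and 0.36 and 0.19 when crossed. In DESeq2, 71 of the 81 genes were higher in *aramis* RNAi, which became 45 with total-count scaling. Of the 81, 3 were past an adjusted p of 0.05, whether adjusted over all genes or over the list, and all 3 were lower: *RpS19b*, *RpS5b* (FBgn0038277; chromosome 3R, 14900432 to 14901563) at -1.69 (DESeq2 adjusted p = 0.00546) and *RpS10a* (FBgn0027494; chromosome 3R, 27652760 to 27653363) at -1.88 (DESeq2 adjusted p = 0.00568). *RpS5b* was not past the threshold with the block (DESeq2 adjusted p = 0.0679), and *RpS10a* overlaps *tau*.

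The other lists described meiosis, stress and the make-up of the ovaries. The 30 meiotic chromosome genes had a mean log2 fold change of -1.39 (camera adjusted p = 6.32e-08), with 29 of 30 lower. In DESeq2, 14 were past the threshold over all genes and 18 over the list. *cona*, *ord* and *c(3)G* (FBgn0000246; chromosome 3R, 15789473 to 15792579) had the smallest adjusted p, and *c(3)G*, which overlaps *Uros2*, had a log2 fold change of -2.19 (DESeq2 adjusted p = 3.39e-05). The 34 germline markers had a mean of -1.29 (camera adjusted p = 1.26e-07), with 18 past the threshold over all genes and 21 over the list. *rhi* (FBgn0004400; chromosome 2R, 17628491 to 17633516), *tej* (FBgn0033921; chromosome 2R, 14300103 to 14302353) and *otu* (FBgn0003023; chromosome X, 8485008 to 8489535) had log2 fold changes of -2.77, -2.64 and -2.50. *rhi* overlaps *CG10936* on the same strand and *otu* overlaps *CG33181*. The 18 heat shock protein genes had a mean of -1.16 (camera adjusted p = 0.00598), which became 0.128 relative to the germline markers (pooled SD 0.988). Mean log2 CPM of the list was 4.72 and 4.17 in *aramis* RNAi and 6.35 and 4.86 in *bam* RNAi. The mean log2 fold change was -0.42 without *bam* RNAi replicate 1 and -1.90 without *bam* RNAi replicate 2. The size of this decrease therefore depended largely on *bam* RNAi replicate 1. *Hsp70Bb* (FBgn0013278; chromosome 3R, 12505793 to 12508139), *Hsp27* (FBgn0001226; chromosome 3L, 9384063 to 9385694) and *Hsp26* (FBgn0001225; chromosome 3L, 9376418 to 9377427) had log2 fold changes of -3.95, -2.65 and -2.06. *Hsp70Bb* may share reads with its near-identical copies, and *Hsp27* overlaps *CR43483*. Of the heat shock genes, 6 were past the threshold over all genes and 7 over the list.

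Higher in *aramis* RNAi were the 23 muscle genes, at a mean of 1.20 (camera adjusted p = 4.52e-06), all 23 of them higher with either DESeq2 or total-count scaling. In DESeq2, 8 were past the threshold over all genes and 10 over the list. *Mlc1* (FBgn0002772; chromosome 3R, 27657078 to 27660177), *Mlc2* (FBgn0002773; chromosome 3R, 30171438 to 30174551) and *Act57B* (FBgn0000044; chromosome 2R, 20944021 to 20946431) had log2 fold changes of 2.08, 2.08 and 1.84. *Act57B* overlaps a small nucleolar RNA gene, and its normalised count was 467882 ± 58318 (SD, n = 2) in *aramis* RNAi against 130405 ± 30258 (SD, n = 2). The 31 glutathione transferase genes had a mean of 0.83 (camera adjusted p = 0.000140), with 26 of 31 higher. Past the threshold were 9 over all genes, of which 8 were higher and *GstE14*, named after its value was seen, was lower (-3.21), and 10 over the list. *GstE6* (FBgn0063494; chromosome 2R, 18406011 to 18406761), *GstT4* (FBgn0030484; chromosome X, 13404749 to 13409323) and *GstO3* (FBgn0035904; chromosome 3L, 8518885 to 8520295) had log2 fold changes of 2.27, 1.88 and 1.91. The 28 gut protease genes had a mean of 1.32 (camera adjusted p = 0.00466), but the list means overlapped between groups and *aramis* RNAi replicate 2 stood apart. Mean log2 CPM was -2.29 and 0.80 in *aramis* RNAi and -2.52 and -1.62 in *bam* RNAi. Without *aramis* RNAi replicate 2 the mean log2 fold change was -0.22. *Amy-p* (FBgn0000079; chromosome 2R, 17118636 to 17120303) was at least 15.4-fold higher, *Jon65Aii* (FBgn0035666; chromosome 3L, 6052321 to 6053215) at least 20.1-fold and *Jon25Bi* (FBgn0020906; chromosome 2L, 4954279 to 4955144) at least 7.58-fold. These bounds use group means and rested mainly on *aramis* RNAi replicate 2. *Jon65Aii* had 1 and 118 counts in *aramis* RNAi and 0 and 2 in *bam* RNAi, so its groups overlapped. Along with *Jon25Biii* and *Mal-A1*, a gene outside the naming rule and named after its value was seen, *Amy-p*, *Jon65Aii* and *Jon25Bi* made up the 5 gut genes past the threshold, over all genes and over the list.

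Eggshell and yolk genes (26), p53 and apoptosis genes (15) and ovarian somatic markers (29) were not past the threshold. Their mean log2 fold changes were -0.90, 0.41 and 0.27, with camera adjusted p of 0.145, 0.145 and 0.192. The eggshell list was split, with 14 of 26 genes higher and a median log2 fold change of 0.20 in DESeq2, or 10 of 26 higher with total-count scaling. Of its genes, 8 were lower and 2 higher past an adjusted p of 0.05 over all genes, and 10 were past it over the list. The 2 higher were *yellow-g* (2.82) and *yellow-g2* (2.70), named after their values were seen. Of the p53 and apoptosis genes, 2 were higher and 0 lower past it over all genes, and 2 were past it over the list. Of the somatic markers, 2 were higher and 1 lower over all genes, and 2 were past it over the list. The eggshell mean became 0.388 relative to the germline markers (pooled SD 0.465), and the somatic marker mean became -0.06 with total-count scaling. With the replicate number as a block, 8 lists were past the threshold, as without it, but the eggshell list (camera adjusted p = 0.00255) took the place of the ribosomal protein list. Under the crossed pairing 8 lists were past it as well. The choice that moved the list tests most was the inter-gene correlation. Estimated from these data in place of the set value of 0.01, it left 0 of the 11 lists past the threshold, with camera adjusted p between 0.234 and 0.641, although 8 lists were past it with the set value. Of the 11 lists, 2 then had an unadjusted camera p under 0.05, the meiotic chromosome genes and the ribosome biogenesis factors.

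**Figure D4:**
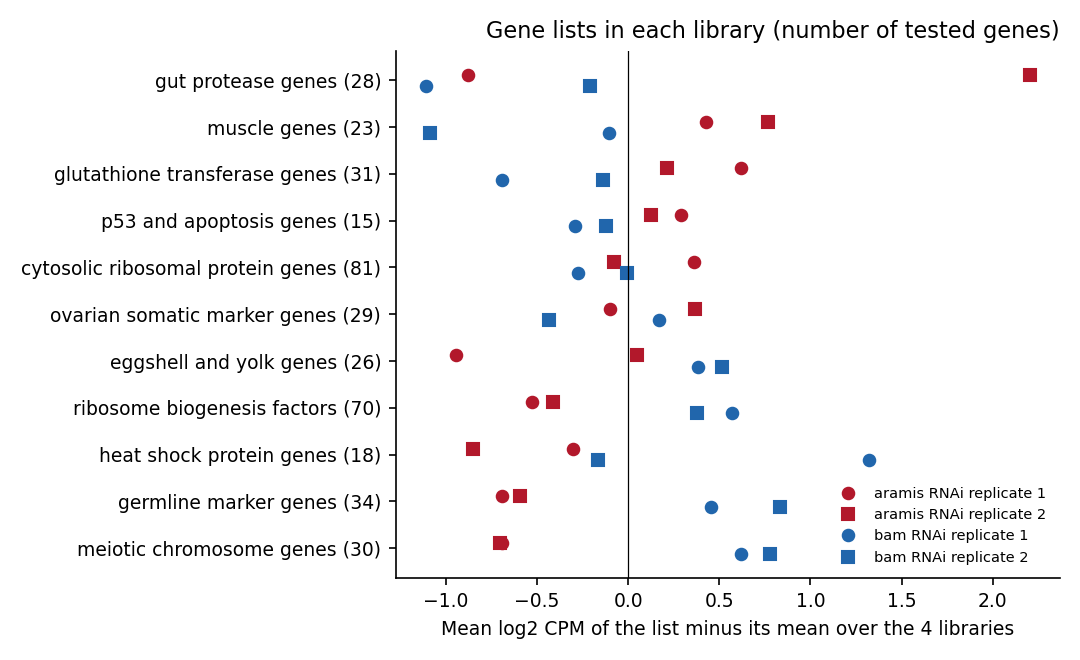
Mean log2 CPM of each gene list in each library minus the mean of the list over the 4 libraries, with red for *aramis* RNAi, blue for *bam* RNAi, circles for replicate 1 and squares for replicate 2, and the number of tested genes in brackets. Red and blue do not overlap for 8 of the lists and overlap for the gut protease, ribosomal protein and somatic marker lists; with total-count scaling the latter 2 lists change direction, and relative to the germline markers the biogenesis, heat shock and eggshell lists do.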

Values the study reported

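The study treated bulk RNA-seq genes as differentially expressed at a change of more than 4 fold with an FDR below 0.05. In ovaries enriched for germline stem cells, which are other samples than those reported above, it gave a median level of 36.1 TPM for meiotic cell cycle genes, above the 70th percentile of all genes in those ovaries. From single-cell data it gave a median increase of 1.25-fold for these genes in 4-cell cysts, which it called slight but significant. In its bulk data the mean mRNA level of these genes did not change significantly in any enriched stage. Their translation efficiency, the polysome level of an mRNA relative to its total level, rose in cystoblasts and rose further in cysts.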

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

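The crossed pairing, the length correction and the scaling to germline markers were chosen only after results were seen, and the other alternatives before. Where a value changed, the cause was not tested unless a cause is given.

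Counts of genes depended on scaling, block and test. With total-count scaling, 166 genes were higher and 622 lower past both limits, and 542 and 1619 past the adjusted p alone, against 333, 362, 990 and 783. That scaling lowered the median log2 fold change from -0.09 to -0.45, which is the direction in which the counts moved. With scaling to the germline markers the 4 counts were 2428, 64, 4798 and 97. With the replicate number as a block, 212 genes were lower past both limits, and 438 and 277 were higher and lower past the adjusted p. The edgeR test with the block gave 188 and 191 past both limits and 191 and 191 past the adjusted p, and without the block it gave 639 higher past the adjusted p. Under the crossed pairing 1596 were higher and 1372 lower past the adjusted p. With the length correction they were 640 and 367 with the block (238 lower past both limits) and 1616 and 1389 under the crossed pairing. A filter of at least 10 counts in every library gave 225 lower past both limits, a filter that removes genes low in 1 group. A test against the 4-fold limit itself called 7 genes higher and 8 lower, and a limit of 2-fold gave 990 and 783. TMM scaling, no filter, thinning to the smallest library and no independent filtering kept all 4 counts within 1.5 times. Thinning gave 322 and 354 past both limits, which tests unequal depth between libraries and not whether deeper libraries would add calls. Of the 333 higher and 362 lower genes, 310 and 333 were also called after thinning.

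Without a test, 652 genes were over 4-fold higher and 817 lower. With total-count scaling they were 436 and 1109, and among genes with a mean of at least 100 they were 219 and 174. Across the 4 fits that each left out 1 library, which leave a group with 1 library and allow no call, the higher genes ran from 575 to 1064 and the lower from 759 to 1163.

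The *aramis* log2 fold change kept its direction under all alternatives run, from -2.76 to -1.25 with 1 library left out. It was not past the threshold in edgeR with the block (-2.04, adjusted p = 0.0868) or scaled to the germline markers (-0.92, DESeq2 adjusted p = 0.224), while its adjusted p under the other alternatives ran from 3.73e-05 to 0.0385. *bam* was past the threshold under no alternative and reversed to 1.28 with scaling to the germline markers. It ran from -0.36 to 0.18 with 1 library left out, so its sign was not fixed.

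With the inter-gene correlation estimated, 0 lists were past the threshold. The mean log2 fold changes, which this choice does not move, were 0.28 for ribosomal protein genes, -0.94 for ribosome biogenesis factors, -1.39 for meiotic genes, -1.29 for germline markers, 1.20 for muscle genes, 0.83 for glutathione transferases, 1.32 for gut proteases and -1.16 for heat shock proteins. Ribosomal protein genes reversed to -0.061 with total-count scaling (camera adjusted p = 0.0713), or -0.104 with the length correction added (camera adjusted p = 0.127). They were past the threshold in neither case, nor with the block (0.28, camera adjusted p = 0.0621). Somatic markers reversed to -0.064 with total-count scaling, or -0.019 with the length correction added. With 1 library left out they ran from -0.034 to 0.57, and gut proteases ran from -0.22 to 2.86. Heat shock proteins then ran from -1.90 to -0.42 and ribosomal protein genes from 0.059 to 0.50, with no change of direction. The eggshell list was past the threshold with at least 10 counts in every library (-1.40, camera adjusted p = 0.00478), with the block (-0.90, 0.00255), on the edgeR count model (-0.90, 0.00670) and with length correction and block (-0.93, 0.0382), within a range of 0.00255 to 0.641 over its alternatives.

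Of 33 named genes other than the targeted ones, 5 were no longer past the threshold with the replicate block (*RpS5b*, *Jon25Bi*, *Fib*, *nop5* and *Nopp140*) and 1 with total-count scaling (*Jon25Biii*). The edgeR test and the length correction changed the direction or call of none of the 33. With 1 library left out, 29 of 132 values moved by more than the spread between replicates, and none changed direction.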

Other observations

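Tests in this part were chosen only after the results were seen. The blood cell and fat body lists were written after the largest changes had been read.

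Replicates of a group differed from each other in a coordinated way, and in opposite directions in the 2 groups. A difference in RNA fragmentation or size selection between libraries may contribute, because the replicate ratio followed transcript length, with a rho of -0.468 in *aramis* RNAi and 0.313 in *bam* RNAi across 7698 genes. Length alone did not account for the pattern. After the length trend was removed from each library, the correlation of same-numbered deviations was -0.518, against -0.567 before. The labels give no batch, so a library batch in which *aramis* RNAi replicate 1 went with *bam* RNAi replicate 2 cannot be told apart from another cause, and no biological explanation was tested. For the comparison between groups the length effect largely cancelled, with a rho of -0.031 between length and fold change. Ribosomal protein genes, whose transcripts are short (median 877 nt against 1847 nt for all tested genes), kept a mean log2 fold change of 0.236 after the correction. Their list means then no longer overlapped, at 9.63 and 9.46 in *aramis* RNAi and 9.32 and 9.30 in *bam* RNAi, so length bias between libraries may explain the overlap seen without it but not the difference. The length correction together with total-count scaling gave -0.104, but that scaling also lowered the median of all tested genes, from -0.09 to -0.45. The change of sign therefore does not test the list against other genes. Camera makes that comparison, and its adjusted p was 0.127 there and 0.0713 with total-count scaling alone. It was 0.0119 with the length correction alone, so whether the list was past the threshold depended on the scaling.

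Of the 3 ways to split the 4 libraries into pairs, 1 gave as many as 695 genes past both limits, and it was the split by genotype. With 3 splits no share under 0.05 can be reached. Replicates 1 against replicates 2 gave 0 genes past the adjusted p and 70 with an unadjusted p under 0.05. *aramis* RNAi 1 and *bam* RNAi 2 against the other libraries gave 3, which were *Cyp4g1*, *Fad2* and *CG7953*, and 360 with an unadjusted p under 0.05. These 3 were named after their values were seen. The split by genotype gave 3099 with an unadjusted p under 0.05. Both other splits mix the genotypes, which widens the spread within each pair, so a low count there was partly set by the design.

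The germline markers had a mean log2 fold change of -1.29, so a smaller share of germline RNA in those ovaries is a candidate explanation for other decreases. Under it, a transcript made only in germ cells would change little relative to the markers. Ribosome biogenesis factors were higher by 0.342 relative to the markers (pooled SD 0.287). Their decrease in these counts is therefore consistent with a smaller germline share, and a decrease per germ cell was not separated from it. Meiotic chromosome genes, without those also on the marker list, kept a change of -0.134 relative to the markers (pooled SD 0.123). That remainder was only just beyond the spread between replicates, so nearly all of the meiotic decrease was shared with the markers. Relative to the marker mean *ord* changed by -1.20 (pooled SD 0.443) and *RpS19b* by -0.863 (pooled SD 0.311). Single markers were themselves spread, from -2.77 to 1.09 with an SD of 1.01 over 34 genes, and 7 of them fell at least as far as *RpS19b* and 3 as far as *ord*. A single gene set against the marker mean therefore cannot exclude a smaller germline share for either.

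The same adjustment bears on the targeted genes. *aramis* changed by -0.739 relative to the germline markers, within its pooled SD of 0.923. The size of the knockdown per germ cell may thus be smaller than the unadjusted fold change and cannot be told apart from a smaller germline share. *bam* was not lower in the control that targets it. A swap of labels was tested with *aramis*, whose highest normalised count in *aramis* RNAi was 0.473 of its lowest in *bam* RNAi, against 1.35 with scaling to the germline markers, where the groups overlapped. That ratio alone depended on the scaling. A swap of 1 library between the groups goes against the split counts above, where the other splits gave 0 and 3 genes, and for a swap of all labels the mean of *aramis* stayed lower in *aramis* RNAi with either scaling (-2.19 and -0.92). Relative to the markers *bam* was higher in *aramis* RNAi by 1.165 (pooled SD 0.214), so a larger germline share in the *bam* RNAi ovaries may offset a knockdown, though single markers differed from their mean by about as much. A *bam* RNAi ovary also holds an excess of the cells that would express *bam*, and reads from *CG11854* on the other strand or from the RNAi construct may add to its count. These were not tested.

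Lists of gut and muscle genes were higher in *aramis* RNAi, with 5 and 2 of their genes higher past both limits among the 333. Gut protease genes were highest in *aramis* RNAi replicate 2 for 20 of 28 genes. Without that library the mean log2 fold change of the list was -0.22, within the SD of 0.467 over the other 3 libraries. Gut tissue carried along in that dissection is a candidate source, but leaving out the library that prompted the idea restates the observation and does not test it. The 5 called gut genes were mixed in the other *aramis* RNAi library. *Mal-A1* had normalised counts of 17.5 and 17.1 in *aramis* RNAi and 0 and 0 in *bam* RNAi, and was at least 5.53-fold higher in replicate 1. In that library *Amy-p* was at least 2.28-fold and *Jon25Bi* at least 1.95-fold higher, from 7 and 6 counts, and *Jon25Biii* had a log2 fold change of 2.18 from 11 counts. *Jon65Aii* had 1 count there, against 0 and 2 in *bam* RNAi. Apart from *Mal-A1*, these counts are too low to tell a source in replicate 2 alone from one in both libraries. Muscle genes were higher in both *aramis* RNAi libraries. A larger share of non-germline tissue in these ovaries may underlie this. If so, other such tissues should rise too. Blood cell markers (14 genes, with *PPO2* left out) had a mean log2 fold change of 1.936 and were higher in both *aramis* RNAi libraries than in both *bam* RNAi libraries, with log2 CPM of 6.67 and 6.75 against 4.56 and 4.99. Fat body markers (14 genes) had a mean of 0.804, again with no overlap, at 4.65 and 4.04 against 3.35 and 3.73. Both kept their direction with total-count scaling, at 1.62 and 0.48. With the inter-gene correlation estimated from the data, neither list was past a camera p of 0.05. A response of the flies, such as activation of blood cells, would also raise these lists and cannot be told apart from a larger share of such tissue. The ovarian somatic markers had a mean of 0.27, within the unpaired spread between replicates, and -0.06 with total-count scaling. Their paired log2 differences were -0.27 and 0.80 by number and 0.33 and 0.20 when crossed. The predicted rise was therefore not seen for the ovarian somatic markers beyond that unpaired spread. Relative to the germline markers they were higher by 1.55 (pooled SD 0.524). Most of that value comes from the decrease of the germline markers themselves (-1.29), so it does not show a rise of the somatic markers.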
